A study of Mus musculus with 2 samples. Its data were reported in "An Atlas of Thyroid Hormone Receptors’ Target Genes in Mouse Tissues" (2022).

How the data were processed

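The data came from brown adipose tissue of adult male C57BL/6J mice, 8 to 12 weeks old, that carried a tagged version of the thyroid hormone receptor TRα1 in brown adipocytes only. The receptor carried a protein tag called GS, and per the labels an antibody was used to precipitate it. The mice were made hypothyroid with food containing propylthiouracil, a drug that blocks the synthesis of thyroid hormone, for 2 weeks. They then received thyroid hormone during 24 h before the tissue was collected. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) gave 1 ChIP library, and the chromatin before precipitation gave 1 input library. There was no replicate, so no difference between conditions was tested and no replicate error could be given. Tissue of hypothyroid mice without hormone was not analysed here.

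The authors aligned paired-end reads to the mouse genome GRCm38 (mm10) with Bowtie at default settings and called peaks with MACS in the ChIP library against the input library. The deposited list held 5107 peaks, each with a start, an end and a summit, the position of the highest fragment pileup. The authors' MACS score of each peak is 10 times the −log10 of its q-value, rounded down. The deposited fold of each peak is the ratio of the ChIP pileup to the local input background at the summit, after a pseudocount of 1 was added to both. The deposited −log10 p-value and −log10 q-value of each peak come from a Poisson test of that pileup against that background. These values belong to the authors, and they were used only to describe, rank and filter peaks within the list. The study's methods removed peaks with a score under 60. The deposited list was not filtered in this way, since 897 of the 5107 peaks had a score under 60. All 5107 peaks were kept as the main setting, as chosen before the data were examined. The subset with a score of at least 60 was added as an alternative after the list had been seen.

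Read totals were not used here, so the depth was worked out from the peaks themselves. The fold and the p-value of a peak together fix the whole number of ChIP fragments at its summit and the input background there. A whole number within 0.0005 of the deposited −log10 p was found for 5090 of 5107 peaks (99.7%), and it was the only such number for 5052 of them. Backgrounds are given on the scale of the ChIP library. On this scale 1 input fragment was worth 0.304 ChIP fragments, so the input library held 3.29 times as many fragments as the ChIP library. The lowest background was 0.430 fragments, which is the genome-wide level. With the smallest peak width of 276 bp as the fragment length, and with the default mouse genome size of MACS, this level corresponds to about 2.91 M (M, mega) ChIP fragments and 9.57 M input fragments. Both totals are estimates that rest on these assumptions. Fragments without molecular identifiers need not be independent molecules, so intervals cover counting error only.

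Protein-coding genes (21938) and all genes (55413) were taken from the GENCODE annotation of GRCm38, with 1 transcription start site (TSS) per gene. The distance of a TR binding site (TRBS) was measured from its summit to the nearest protein-coding TSS, and it was positive downstream of the TSS on the strand of the gene. The region at each summit was set in this order of priority: promoter (1000 bp upstream to 100 bp downstream of a TSS), 5′ UTR, 3′ UTR, coding exon, intron and intergenic. Shares were given with 95% Wilson intervals. They were set against 1000 random placements of the same peaks, each on its own chromosome, with its own width and outside assembly gaps. Repeat sequence was not left out of these placements. The alternatives used 200 of these placements for counts of genes and for clustering. Peaks are not replicates, and neighbouring peaks are not independent, so the placements and the intervals describe this list alone.

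The DR4 element is a pair of AGGTCA half-sites in direct repeat with a spacer of 4 bp. It was searched as AGGTCANNNNAGGTCA on both strands of the whole peak, with at most 2 mismatches over its 12 half-site bases. The position weight matrix of the study was not used here, so shares from this search differ in kind from matrix scores. The background was the share in flanking windows of the same width, 2 kb beyond each edge of the peak, without windows that met another peak. Intervals of ratios came from 1000 bootstrap resamples of peaks, and the upper end was left open where resamples held no flanking site. Direct, inverted and everted repeats of RGGTCA (R is A or G) with spacers of 0 to 10 bp were searched without mismatches, which made 33 arrangements. Motifs of 9 other factors were searched as consensus sequences. The difference in DR4 share between the strongest and the weakest quartile of TRBS was tested two-sided with 10000 permutations of the DR4 label among peaks. The element used for positions was the one with the fewest mismatches, and on ties the one nearest the summit. Its distance was set against positions drawn at random in the same peak, as many as the peak had equally good elements. The search settings for DR4 elements, half-site pairs and other motifs, as used for the main values, were likewise fixed in advance.

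The genes named below followed a rule fixed in advance. They were 8 genes named by the study, 16 genes of brown fat and lipid metabolism listed from general knowledge, the nearest genes of the 10 peaks with the highest score, and the 5 genes with the most TRBS. The symbol of 1 gene of the study has no exact match in the annotation, and it had been read as Trp53inp2 in that rule. The 10 highest scores and the 5 genes fell mostly on repeat sequence, so peaks with at least 5-fold enrichment were ranked as well. That ranking was chosen after the values were seen. Alternatives covered the score and fold thresholds, merged peaks, the gene set, the distance limit, the summit or midpoint, the mismatch limit, the searched width, and the background sequence. Leaving out a replicate was not possible with 1 library of each kind.

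The calculations were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots with matplotlib 3.10.9. The procedures were tested on simulated data. The right fragment number was found for 100% of 2000 simulated peaks. In 4000 simulated windows of which 30.8% carried a planted DR4, the share estimated after the background was 31.0%. All 20 sets of 5107 random positions gave a share within 30 kb of a TSS inside the range of the placements. A set with 40.6% of its positions planted near TSS gave a share of 59.96%, against 59.98% implied by the planting.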

Results

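Chromatin occupancy by TRα1 in brown adipocytes was described by 1 list of 5107 peaks, called in 1 ChIP library against 1 input library from hypothyroid mice given thyroid hormone. Each peak is referred to as a TRBS. The TRBS had a median width of 424 bp and covered 2437255 bp in total, or 0.0921% of the assembled genome without gaps. The median score was 141, and the middle 50% of scores lay between 76 and 285. The median fold enrichment over input was 9.83. A total of 4210 TRBS had a score of at least 60, the threshold used by the study. With a score of at least 100, the number fell to 3268.

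The median TRBS had 17 ChIP fragments at its summit, with a 95% Poisson interval of 9.90 to 27.2. The lower quartile was 11 fragments (5.49 to 19.7) and the upper quartile was 27 fragments (17.8 to 39.3). The median input background at the summits was 0.672 fragments on the ChIP scale. A group of 24 TRBS had a background over 100 fragments, and their fold enrichment ranged only from 1.93 to 3.35.

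**Figure D1:**
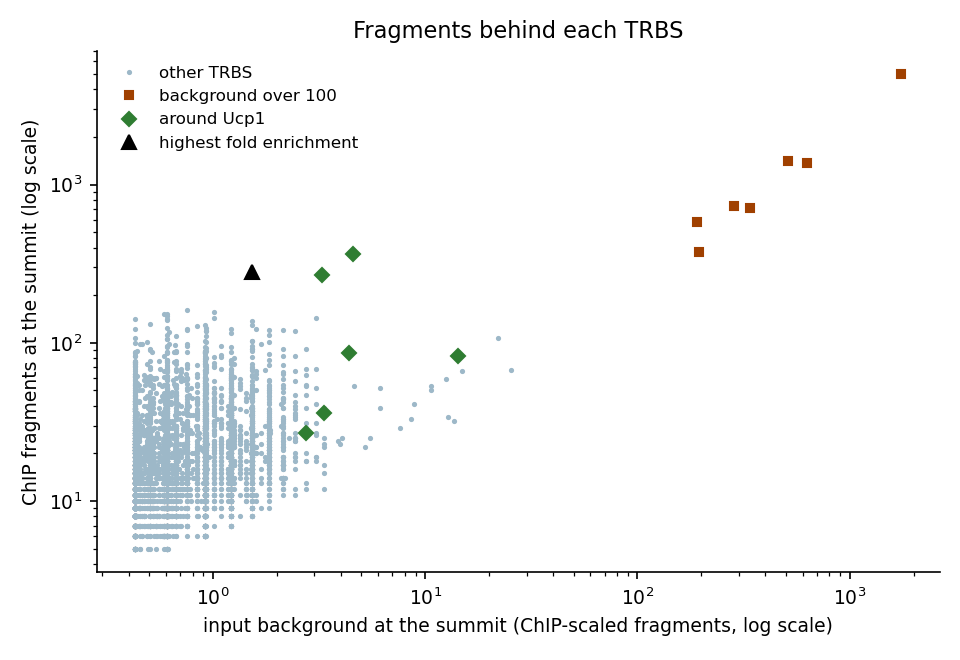
ChIP fragments at the summit against the input background at the summit (ChIP-scaled fragments) for the 5090 TRBS with a recovered fragment number, both on log scales, with 1 symbol per TRBS. The 7 drawn of the 24 TRBS with a background over 100 lie far to the right of the median background of 0.672, and the TRBS around Ucp1 have backgrounds between 2.74 and 14.3.

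The position of TRBS relative to genes was examined because a distance of 30 kb was used by the study to link a TRBS to a gene. A summit lay within 30 kb of a protein-coding TSS for 57.04% of TRBS (2913 of 5107, 95% interval 55.7 to 58.4%). Random placements gave 32.7% on average and 34.9% at most, and 0 of 1000 placements reached the observed share. The choice of gene set moved this value strongly, since 79.6% of TRBS lay within 30 kb of a TSS when all annotated genes were used, against 59.7% of random positions. Among TRBS with a score of at least 60, the share was 56.9%. The excess over random placements was largest close to the TSS. Within 1 kb, the share was 12.0% (11.1 to 12.9%) against 1.70% for random positions, a ratio of 7.04. Within 10 kb, it was 33.1% against 14.9%, a ratio of 2.23. Within 100 kb, the ratio was 1.44, with 83.4% of TRBS against 57.8% of random positions. The median distance to a TSS was 22171 bp for TRBS and 69072 bp for random positions.

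The distribution around the TSS was not symmetrical. Of the 2913 TRBS within 30 kb, 59.7% (57.9 to 61.5%) lay downstream of the nearest TSS. Random placements were also asymmetrical, with 53.9% downstream on average and 57.1% at most, so the observed asymmetry was above all 1000 placements by a small margin. It was not detectable within 1 kb of the TSS, where 53.8% (49.9 to 57.8%) of 611 TRBS were downstream and 289 of the 1000 placements gave a share at least as high. Between 10 and 30 kb, 63.2% (60.5 to 65.9%) of 1221 TRBS were downstream, against 55.3% for random positions and 60.7% in the highest placement. Under the alternative that moved this most, all annotated genes, the downstream share within 30 kb was 55.0%, against 51.99% for random positions.

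**Figure D2:**
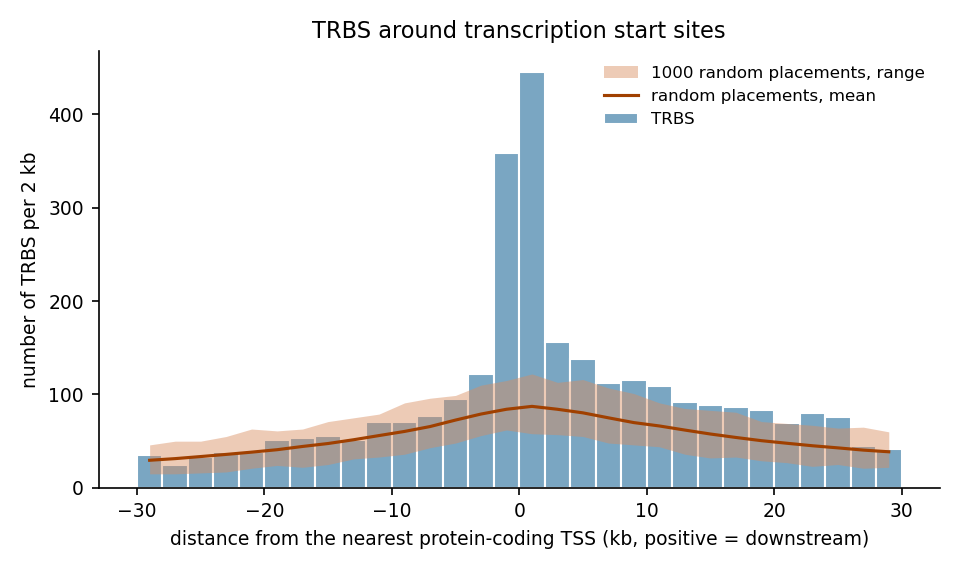
Number of TRBS per 2 kb (bars) against the distance of the summit from the nearest protein-coding TSS in kb, with downstream distances positive, and the mean (line) and range (band) of 1000 random placements. The bars exceed the band most clearly next to the TSS, and 59.7% of the 2913 TRBS within 30 kb are on the downstream side.

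Introns held 49.1% of TRBS summits (47.7 to 50.5%), against 38.5% of random positions and 41.0% in the highest placement. When genes of all types were used, the intron share was 52.7%, and 43.7% for random positions. Promoters held 7.24% of TRBS (6.57 to 7.99%) against 0.974% of random positions, a ratio of 7.44. The 5′ UTR held 1.84% against 0.193%, a ratio of 9.52. Coding exons held 1.88% (1.54 to 2.29%) against 1.42%, and 8 of the 1000 placements were at least as high. The 3′ UTR held 1.76% against 1.31%, with 3 placements at least as high. Both of these excesses were weaker among TRBS with a score of at least 60. There, coding exons held 1.85%, with 27 of 1000 placements at least as high. The 3′ UTR held 1.64%, with 44 placements at least as high. The placements could fall in repeats, whereas the median TRBS was only 7.01% repeat sequence and 66.5% of the autosomes is free of it. Excesses as small as those of coding exons and the 3′ UTR can therefore not be told from an avoidance of repeats. Intergenic sequence held 38.2% of TRBS (36.8 to 39.5%), fewer than the 57.6% of random positions.

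**Figure D3:**
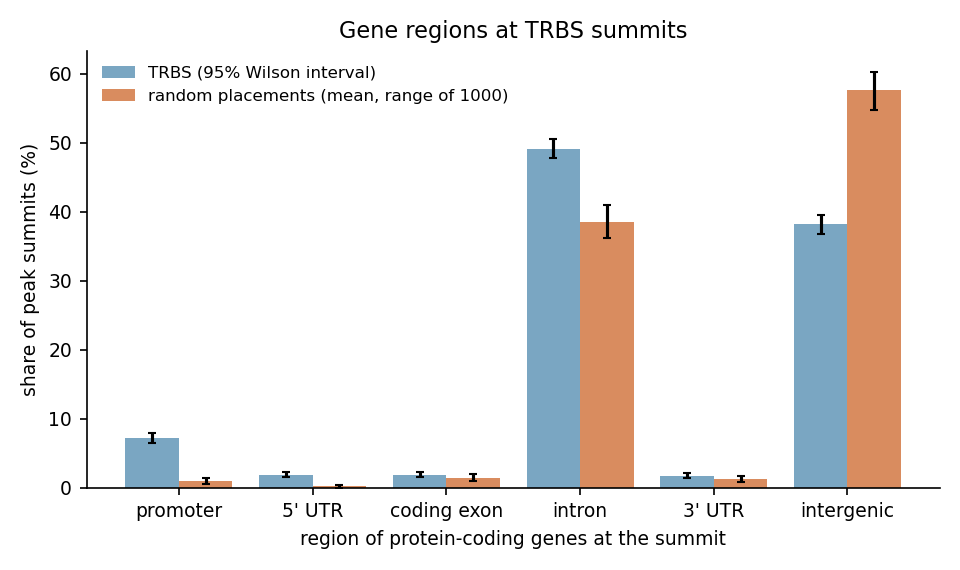
Share of summits (%) in each region of protein-coding genes for the 5107 TRBS (blue, 95% Wilson interval) and for 1000 random placements (orange, mean and range). Introns hold 49.1% of TRBS against 38.5% of random positions, and promoters hold 7.24% against 0.974%.

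A TRBS was present within 30 kb of the TSS of 3659 protein-coding genes, against 2590 genes for random placements on average and 2830 at most. The alternative that moved this number most was a limit of 100 kb, which gave 8393 genes, against 7421 for random placements. With a score of at least 60, the number of genes was 3090. The study noted that genes responsive to thyroid hormone often hold several TRBS, with a single DR4 among them. Expression was not used here, so the counts cover all protein-coding genes with a TRBS, and neighbouring genes can share a TRBS. Here 998 of the 3659 genes (27.3%, 25.9 to 28.7%) had more than 1 TRBS, compared with 6.71% in random placements and 8.72% at most. This share was 16% with a limit of 10 kb. TRBS also lay close to each other along the chromosomes. Another summit was found within 10 kb for 29.7% of TRBS (28.4 to 30.9%), against 4.25% of random positions and 5.60% in the highest placement. With a distance of 50 kb in place of 10 kb, this share was 56.9%. When peaks closer than 1000 bp were merged, a setting added after the list was seen, the share within 10 kb was still 25.2%.

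A DR4 element with at most 2 mismatches was found in 31.98% of TRBS (1633 of 5107, 30.7 to 33.3%). Flanking windows of the same width held one in 5.44% of cases (537 of 9870, 5.01 to 5.91%), so the element was enriched 5.88-fold (5.41 to 6.42). The share depended strongly on the mismatch limit. It was 7.23% with at most 1 mismatch, for which the enrichment over flanks was 15.5-fold (11.7 to 21.4). It was 72.5% with at most 3 mismatches, but 35.3% of flanking windows then also held a site, and the enrichment was 2.05-fold. The alternative that moved the enrichment furthest among those with 2 mismatches was a search within 100 bp of the summit, where 27.1% of TRBS and 1.89% of flanking windows held the element, a ratio of 14.4 (12.5 to 16.9). With a score of at least 60, the share was 34.4% and the enrichment 5.92-fold. The 897 TRBS with a score under 60 held a DR4 in 20.6% of cases (18.1 to 23.4%), against 3.71% of their flanks.

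The assembled chromosomes held 290078 sites with at most 2 mismatches to the DR4, of which 2063 (0.711%) lay in a TRBS. The proportion was higher for better sites. It was 1.91% (425 of 22256) with at most 1 mismatch, and 5.54% (62 of 1119) for perfect sites. Within TRBS, the DR4 was close to the summit, at a median distance of 23 bp, against 106 bp on average for positions drawn at random in the same peaks. A distance of at most 50 bp was found for 73.4% of elements (71.2 to 75.4%), against 25.2% of random positions. Stronger TRBS held the element more often. When TRBS were ranked by score, the DR4 share rose from 22.4% (20.2 to 24.8%) in the weakest quartile to 28.5%, 34.0% and 43.03% (40.3 to 45.8%) in the strongest. The difference of 20.6 percentage points between the strongest and the weakest quartile had a two-sided permutation p of 1e-04 across TRBS, the smallest that 10000 permutations can give. Among TRBS with a score of at least 100, the alternative that moved it most, the difference was 14.3 percentage points. Stronger peaks were wider, with a median of 577.5 bp in the strongest quartile against 339 bp in the weakest. The rise was also present when only 100 bp on each side of the summit was searched, from 18.2% to 36.2%.

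**Figure D4:**
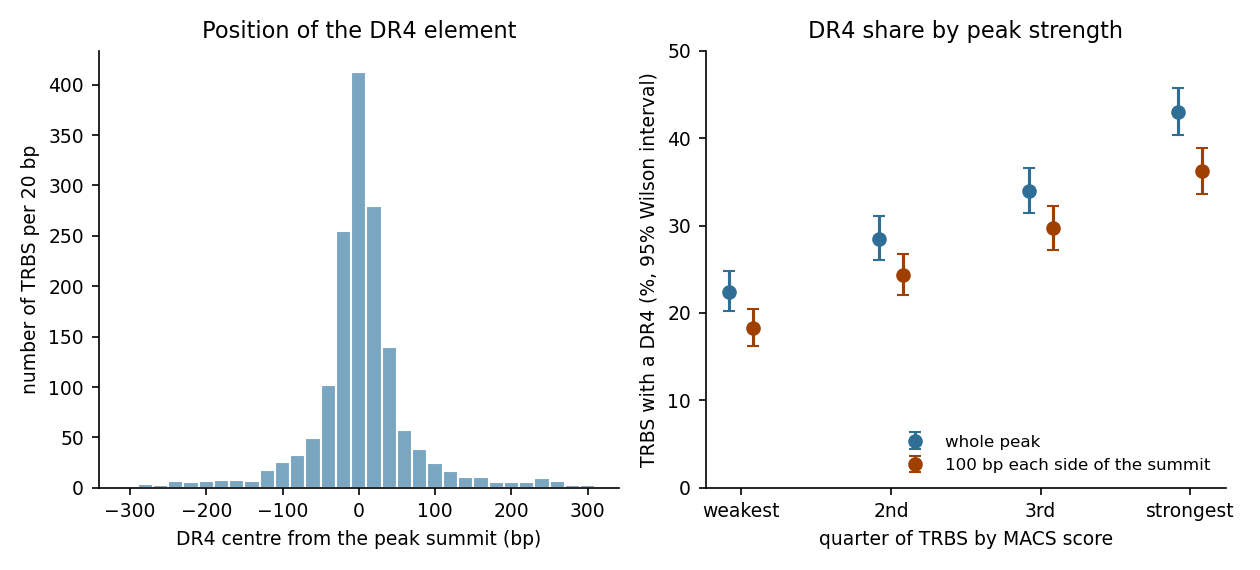
Left, number of TRBS per 20 bp against the distance of the DR4 centre from the summit (bp) for the TRBS with a DR4, without the 64 of 1633 in which it lay more than 310 bp away. Right, share of TRBS with a DR4 (%, 95% Wilson interval) in the 4 quartiles of score, for whole peaks (blue) and for 100 bp on each side of the summit (brown), rising in whole peaks from 22.4% to 43.03%.

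The bases of the spacer, which the search left free, differed between elements in TRBS and elements in flanks, and the base that differed most at each position is given. At the first spacer position, T was present in 22.8% of the 1633 elements in TRBS (20.8 to 24.9%), against 13.97% of the 537 elements in flanks. At the second spacer position, A was present in 21.9% (19.9 to 23.9%), against 30.5% in flanks. At the third spacer position, T was present in 41.0% (38.6 to 43.4%), against 21.2% in flanks, the largest of these differences. At the fourth spacer position, G was present in 34.7% (32.4 to 37.0%), against 26.6% in flanks.

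The study attributed the arrangements ER6 and IR0 to earlier in vitro work. It raised some doubts on whether sites other than DR4 are physiologically relevant for transactivation by thyroid hormone. It left open other ways in which the receptor associates with chromatin. Among the 33 arrangements of exact RGGTCA pairs, the DR4 was the most enriched of those found in flanks. It was present in 102 TRBS and in 8 of 9870 flanking windows, a ratio of 24.6 (13.9 to 65.7). Over dinucleotide-preserving shuffles, this ratio was 51. A single half-site was present in 72.5% of TRBS and 42.1% of flanks, and half-sites were 2.31-fold denser in TRBS than in flanks. Pairs placed independently at this density would be enriched by the square of this factor, which is 5.35. The DR4 was the only arrangement whose lower bound exceeded 5.35, although 17 of the 33 had a lower bound above 1. The DR3 (17 TRBS, ratio 8.21, 3.22 to 54.1) and the DR9 (28 TRBS, ratio 7.73, 3.87 to 21.3) followed among direct repeats. The ER6, an everted repeat with a spacer of 6 bp, was present in 11 TRBS and in 2 flanking windows, a ratio of 10.6 with a lower bound of 3.38. The IR0, an inverted repeat without spacer, was present in 10 TRBS and 9 flanking windows, a ratio of 2.15 (0.829 to 6.16), so an enrichment was not detectable. The counts of most arrangements were too low to rank them.

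**Figure D5:**
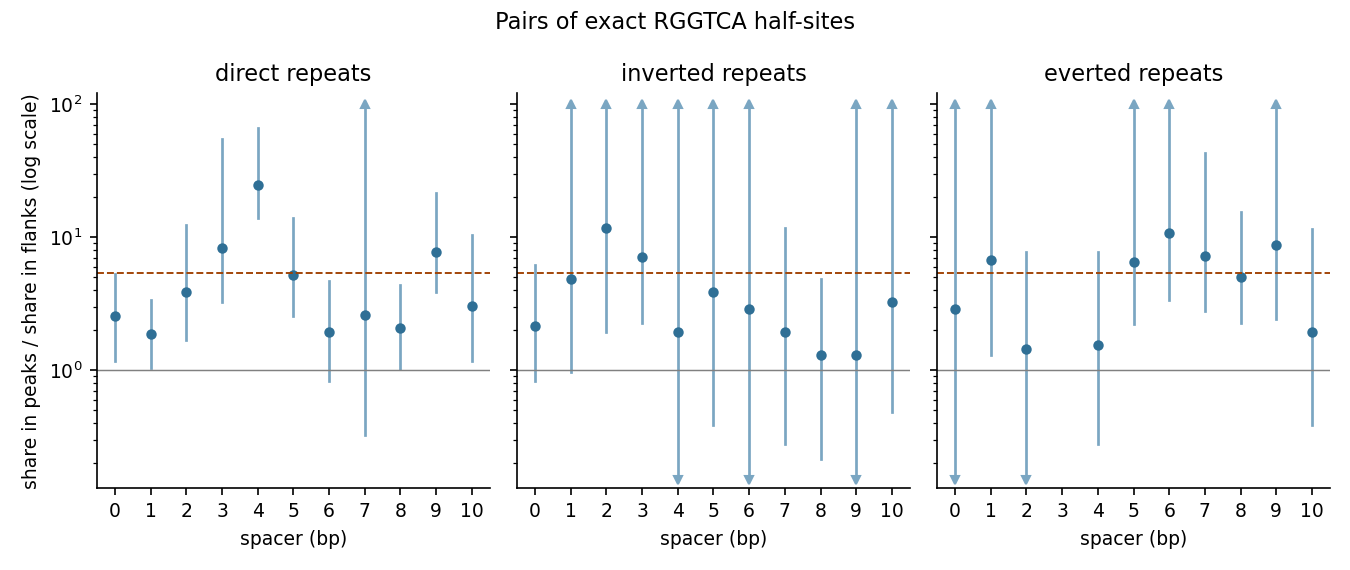
Share of TRBS divided by the share of flanking windows (log scale) for exact RGGTCA pairs in direct, inverted and everted repeat against the spacer length in bp, with 95% bootstrap intervals, and with arrowheads where an interval runs beyond the axis or has no upper end. The dashed line at 5.35 is the enrichment of independently placed half-sites, the interval of the DR4 (13.9 to 65.7) lies above it, and the ER3, absent from flanks, is not drawn.

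Other motifs were compared with the same flanking windows. The EBF motif TCCCNNGGGA was present in 4.54% of TRBS and 1.29% of flanks, a ratio of 3.53 (2.92 to 4.43). The NF1 motif TTGGCNNNNNGCCAA, with at most 1 mismatch, had a ratio of 2.59 (2.01 to 3.30). The C/EBP motif TTRCGCAAY, with at most 1 mismatch, was present in 16.1% of TRBS and 7.33% of flanks, a ratio of 2.197 (2.01 to 2.42). Base composition differed, with a mean GC content of 51.6% in TRBS and 46.3% in flanks. Against dinucleotide-preserving shuffles of the TRBS, the ratio stayed at 3.19 for EBF but was 1.32 for C/EBP and 1.29 for NF1. The SP/KLF motif GGGGCGGGGC had a ratio of 6.61 (4.75 to 9.55), and it was concentrated at promoters, where 17.6% of 370 TRBS held it. Outside promoters, 82 TRBS (1.73%) held it, and it was still enriched. The ratio there was 3.87 (2.72 to 5.65) to flanks and 7.88 to shuffles. The E-box CACGTG had a ratio of 1.33, AP-1 1.24 and CTCF 1.18, and the CTCF ratio was 1.01 against shuffles. The ETS and NRF1 motifs were present in 9 TRBS each, and their intervals included 1. Shuffles moved the NRF1 ratio most, from 2.48 to 22.5.

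All 8 genes named by the study had a TRBS at a distance of at most 30 kb, also among TRBS with a score of at least 60, and 5 of them had more than 1. Among all 21938 protein-coding genes, 3659 had one. The outcome was partly fixed in advance. The study chose 30 kb as a distance that keeps known targets such as Klf9 and Hr, and it showed Hcn2 as an example of TRBS patterns across tissues. The gene Hr (chromosome 14: 70552212 to 70573548, TSS at 70552212) had 7 TRBS. The strongest of these, at 70576629 to 70577253, lay 24771 bp downstream of the Hr TSS, in the promoter of another gene, with 59 fragments and a fold of 39.9. It held the DR4 AGGTTAAAGAAGCTCA at 70576989 to 70577004, with 2 mismatches. A TRBS with 37 fragments covered the Hr promoter at 70551891 to 70552524, and its DR4 AGGGCATCTGAGGACA had 2 mismatches. Klf9 (chromosome 19, TSS at 23141226) had 2 intergenic TRBS, 6281 and 9011 bp upstream (23133938 to 23136676 and 23131476 to 23132560), with 91 and 31 fragments. The only perfect DR4 in the TRBS of these 8 genes, AGGTCAAGTCAGGTCA, was at 82015394 to 82015409 on chromosome 15, in an intron of Desi1. Its TRBS had 25 fragments and a fold of 5.98 over a background of 3.35. Trp53inp2, the gene taken for an inexact symbol, had 1 intronic TRBS (chromosome 2: 155381915 to 155382585) 1172 bp downstream of its TSS, with 68 fragments and a fold of 44.1. Stat5a had 3 TRBS, and the one at its promoter (chromosome 11: 100859045 to 100859761) had 61 fragments and no DR4. Thra itself had 3 weak intronic TRBS on chromosome 11 with 10, 11 and 10 fragments, and none held a DR4. Thrb had 1 strong TRBS 27186 bp upstream of its TSS (chromosome 14: 17632756 to 17633419), with 123 fragments, a fold of 70.6 and no DR4. Hcn2 had 2 TRBS upstream of its TSS, of which 1 had a score of at least 60.

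Of the 16 genes of brown fat and lipid metabolism, 10 had a TRBS within 30 kb and 9 had more than 1. No TRBS within 30 kb was detected for Dio2, Elovl3, Adrb3, Acaca, Cpt1b and Prdm16. Ucp1 (chromosome 8: 83290352 to 83298452) had 5 TRBS. The TRBS at 83285279 to 83286278, 4514 bp upstream of its TSS, had 362 fragments and a fold of 65.2, and the TRBS at 83287488 to 83288326, 2462 bp upstream, had 267 fragments and a fold of 62.7. Neither held a DR4. The input background of the 5 TRBS was raised, from 2.74 to 4.57 fragments against a median of 0.672. Thrsp had 4 TRBS upstream of its TSS, the strongest with 88 fragments. Pdk4, Scd1 and Ppargc1a had 4 TRBS each, and the strongest of these at Ppargc1a lay 28171 bp upstream with 65 fragments. The promoter TRBS of Me1 had 43 fragments, and the promoter TRBS of Fasn had 11.

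The rule also selected the highest scores. Of the 10 TRBS with the highest scores, 8 were at repeat sequence on chromosomes 2, 9 and 14, with folds between 2.02 and 2.83, backgrounds above 1000 fragments and no DR4. The 5 genes with the most TRBS were the predicted genes Gm10717 to Gm10721, with 21 TRBS each, at the same repeat locus near 3.0 Mb of chromosome 9. The other 2 of the 10 were the TRBS upstream of Ucp1 and a TRBS on chromosome 17 (4626167 to 4626596), 367997 bp from the nearest protein-coding TSS, with the highest fold of the list, 112. This interval is 84.9% repeat sequence, mostly an array of a 5-base unit, and holds no DR4. When TRBS with at least 5-fold enrichment were ranked, a choice made after the values were seen, introns of Ginm1, Map3k13, Rcl1 and Iqch held TRBS with 142 to 162 fragments. The TRBS in Map3k13 (chromosome 16: 21828015 to 21828844) had the DR4 AGGACACAGCAGGTCA at 21828464 to 21828479, with 1 mismatch. Under the same filter, Hr, Nudt18 and Tob2 had the most TRBS within 30 kb, with 7 each.

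TRBS were unevenly spread over chromosomes. The autosomes held 2.102 TRBS per Mb, from 1.44 on chromosome 14 to 3.39 on chromosome 11. Across the 19 autosomes, which are not independent replicates, the density of TRBS rose with the density of protein-coding genes (Pearson's r = 0.81, permutation p = 2.0e-05, Spearman's rho = 0.82, permutation p = 8.0e-05, n = 19). This was 1 relation tested, and without the 2 autosomes farthest from the median gene density r was 0.78 and rho 0.76. The X chromosome held 57 TRBS, or 0.349 per Mb (exact Poisson interval 0.264 to 0.452), and the Y chromosome held 15. Both were below every autosome.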

Values the study reported

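The study searched the mouse genome with its own matrix and counted 70,394 DR4-like elements. It found such an element in 10–25% of the TRBS of the data sets it compared. For peak calling it kept peaks with a score of 60 or more, and a TRBS was assigned to a gene when it lay within 30 kb of the TSS.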

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

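Results other than the motif and half-site ratios were recomputed under alternatives chosen before the data were examined. The score threshold of 60 for every result, merged peaks for clustering, and shuffles for the motifs and half-site pairs were added after the list was seen. Of 81 recomputed values, 46 were called unchanged and 35 moved. A share or ratio was called unchanged inside the 95% interval of its main value, and a count within 1.5 times its main value. The difference in DR4 share between quartiles was called unchanged when it kept its direction and passed its test, and it ranged from 14.3 to 22.3 percentage points. None reversed. All 36 values with random placements stayed above the mean of these. No paired analysis was possible because the design has 1 ChIP and 1 input library, and leaving out a replicate was not possible for the same reason.

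A stricter list changed the number of TRBS, the DR4 share and the measures of crowding. With a score of at least 100, 3268 TRBS remained, 36.7% held a DR4, 21.9% of genes had more than 1 TRBS and 25.1% of TRBS had another within 10 kb. With a score of at least 60, the same 3 shares were 34.4%, 25.1% and 27.7%. With at least 5-fold enrichment, 33.7% held a DR4. Part of the change in crowding follows from the smaller number of TRBS, since random placements fell as well, to 2.78% within 10 kb for a score of at least 100. Merging peaks closer than 1000 bp gave 25.8% of genes with more than 1 TRBS and 25.2% of TRBS with another within 10 kb.

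The gene set and the distance limit moved shares and counts. A wider limit or a larger gene set can only raise the share near a TSS and the number of genes. The downstream share and the intron share are not bound in this way, and the cause of their shifts was not tested. With all annotated genes, 79.6% of TRBS lay within the limit of a TSS, 55.0% of these were downstream, 52.7% of TRBS were in introns and 7226 genes had a TRBS. With a limit of 10 kb, 33.1% of TRBS lay near a TSS, 57.2% of these were downstream, 1775 genes had a TRBS and 16% of these had more than 1. With a limit of 100 kb, the share near a TSS was 83.4% and the number of genes was 8393. A cluster distance of 50 kb gave 56.9%, against 19.4% for random positions. Using peak midpoints in place of summits changed neither the TSS share, the downstream share nor the intron share beyond its interval.

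The DR4 values depended most on the search. At most 1 mismatch gave a share of 7.23% and an enrichment of 15.5, and at most 3 mismatches gave 72.5% and 2.05. At most 1 mismatch to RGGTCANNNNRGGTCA gave a share of 16.02%. The search within 100 bp of the summit gave a share of 27.1% and an enrichment of 14.4. The enrichment was 5.39 over windows 10 kb away and 5.10 over dinucleotide-preserving shuffles. The rise of the DR4 share with strength passed its test under all 5 alternatives run for it.

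Shuffles in place of flanks gave ratios of 1.32 for C/EBP, 1.29 for NF1, 1.01 for CTCF, 2.57 for the E-box and 22.5 for NRF1, the last from 9 TRBS. The cause of each of these shifts was not tested beyond the difference in GC content between TRBS and flanks. The depth limits weak TRBS most, because a TRBS at the lower quartile rests on 11 fragments. At a gene without a TRBS within 30 kb of its TSS, such as Dio2, binding in that range was not detectable at this depth.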

Other observations

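Of the tests below, those on the repeat loci with the highest scores, on the input background around Ucp1, on an excess in short tandem repeats, on base composition and on TRBS with a score under 60 were chosen only after the result was seen. The design has a single condition, so no biological explanation was tested against another group.

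The X chromosome held 6.03 times fewer TRBS per Mb than the autosomes, at 0.349 against 2.102. The mice were male, so their single X gives fewer fragments per site. When the fragments of autosomal TRBS were thinned at random to 1 copy, 82.8% still passed the lowest p-value of the list, and a density of 1.74 per Mb was left. Repeats leave less unique sequence on the X, of which 53.2% is unmasked against 66.5% of autosomes, but per unmasked Mb the autosomes were still 5.47 times denser. The autosomal line of TRBS density on gene density gave 1.70 per Mb at the gene density of the X. The residuals of the 19 autosomes around this line had an SD of 0.296 per Mb. All 3 corrections multiplied gave 1.12 per Mb, 3.22 times the observed density and above the upper end of its counting interval, 0.452. These technical explanations, alone or together, therefore left a depletion unexplained. The spread between autosomes was not carried into the combined value. How well short reads align to the X beyond the repeat mask was not tested. The 57 TRBS on the X held a DR4 in 31.6% of cases (21 to 44.5%), a share like that of the whole list. A lower occupancy of the X by TRα1 in brown adipocytes stays open as a hypothesis.

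The input background was raised at the TRBS around Ucp1. A run of 6 consecutive TRBS (chromosome 8: 83278592 to 83332889) had backgrounds from 2.74 to 14.3 fragments, at least 4 times the median of 0.672. Only 65 of 5090 TRBS had a background this high. The sixth of the run (83332587 to 83332889) had 14.3, and 0 of the 4904 TRBS with less than 50% masked sequence and a background of at most 100 had a higher one. The nearest TRBS outside the run, at 83234399 to 83234801 and 83684805 to 83685307, had 1.34 and 1.01. Repeats are argued against, since the median masked share of the run was 4.77%. A general enrichment of open chromatin at strong sites in the input is argued against too. Of 90 other TRBS with at least 84 fragments and a background of at most 100, 3 (3.33%, 1.14 to 9.35%) had a background as high. Extra copies of this stretch in the mice, for example from a transgene with Ucp1 regulatory sequence, are a candidate explanation, but the sample labels name no such transgene. MACS takes backgrounds over up to 10 kb, so neighbouring TRBS share them, and the run was tested on clusters of TRBS with summits within 10 kb. The run then held 2 clusters, and 355 of 1000 shuffles of the backgrounds among 4222 clusters gave a run as long. With a limit of 3 times the median, 951 of 1000 shuffles did. The limit of 4 times had been set with the values known. Among 11 clusters of at least 5 TRBS, the one at Ucp1 had a median background of 3.35, 1 at repeats was higher, and the next had 1.22. Extra copies and open chromatin peculiar to this locus cannot be told apart, because 2 clusters are too few. If there are extra copies, the 362 and 267 fragments at the strongest TRBS upstream of Ucp1 may come in part from them.

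The highest scores of the list sat at 3 repeat-rich loci, which held 8 of the 10 highest. The 24 TRBS with a background over 100 had a median background of 837 fragments, a median masked share of 96.4% and a median fold of 2.58, against 9.83 in the whole list, and 0 of them held a DR4, which allows a share of up to 12.5%. Repeat copies that are missing from the assembly, so that reads of both libraries pile up on the few assembled ones, are a candidate explanation. A ranking by score or a count of TRBS per gene therefore starts with these loci unless the fold is taken into account.

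The highest fold of the list, 112, had 282 fragments over a background of 1.52 and lay in an array of a 5-base unit on chromosome 17 (4626163 to 4626604). Of 76451 arrays of other units of 2 to 6 bases, 63 (0.0824%) met a TRBS, while random placements gave 92.6 arrays on average (59 to 136). No excess over the placements was thus seen in these arrays together. A general excess of ChIP reads in short tandem repeats stays undecided, because the placements did not avoid repeats, where TRBS were rare. An excess limited to certain units is not excluded either. Arrays of AGAT met a TRBS in 24 of 3833 cases, against at most 13 in random placements, and arrays of AACCCT in 6 of 78, against at most 3. The highest fold at these units was 8.70. The same unit makes up satellite DNA of some other mammals, so reads of another organism in the ChIP library may have aligned here. Of the 5 arrays of this unit in the assembly, 1 met a TRBS (20%, 3.62 to 62.4%), the one that raised the question. Foreign reads and a true excess at this locus cannot be told apart, because the arrays are too few.

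Most TRBS lacked a DR4 with at most 2 mismatches. Among these 3474 TRBS, a site with 3 mismatches lay within 50 bp of the summit in 36.5%, against 8.09% of flanking windows of that width, a ratio of 4.52. Among the 2205 TRBS left after that, a single RGGTCA half-site lay within 50 bp of the summit in 30.7%, against 11.6% of flanks, a ratio of 2.63. Less similar DR4 elements and single half-sites may thus each account for part of the TRBS. After both, 1529 TRBS (29.9% of the list) had none of these near the summit. They had a median of 13 fragments, against 20 in TRBS with a DR4, and a promoter share of 10.9%, against 5.02%. Noise of the peak caller is argued against as the whole source of TRBS without a DR4, since 58.4% of them lay within 30 kb of a TSS, above the highest random placement (34.9%) and above the 54.1% of TRBS with a DR4. Open chromatin that is recovered without TRα1 would also lie near TSS, and this was not tested.

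Motifs of EBF, C/EBP and NF1 were more frequent in TRBS than in flanks over the whole list. All 3 ratios were lower to shuffles than to flanks. In whole peaks they were 1.32 against 2.197 for C/EBP, 1.29 against 2.59 for NF1 and 3.19 against 3.53 for EBF. Within 100 bp of the summit they were 1.90 against 3.005 for C/EBP, 1.43 against 3.07 for NF1 and 3.801 against 5.63 for EBF. How much of each excess is due to base composition was not tested. As the whole cause it is argued against, because even for NF1, the lowest ratio in whole peaks, 2.94% of TRBS (2.51 to 3.44%) held the motif against 2.27% of shuffles (2.096 to 2.46%). Recruitment of TRα1 by these factors where no DR4 is present was tested by comparing TRBS with and without the element. Any of the 3 motifs lay within 100 bp of the summit in 13.5% of TRBS without a DR4 and in 11.8% of TRBS with one, a difference of 1.74 percentage points (two-sided permutation p = 0.0863), which leaves this open. Both shares were above the 3.96% of flanks, so recruitment in place of the DR4 alone leaves the motifs in TRBS with a DR4 unexplained.

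The 897 TRBS with a score under 60, which the filter of the study would have removed, held a DR4 5.56 times more often than their flanks (4.32 to 7.44). For the whole list this ratio was 5.88. The idea that all of this part of the list is noise is argued against by this value. How much of it is noise cannot be told from the ratio. The share with a DR4 was lower, at 20.6% against 34.4% with a score of at least 60. The flanks also held the element less often, at 3.71% against 5.81%, so similar ratios do not mean similar shares.

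The share of TRBS with a DR4 was 31.98%. That is higher than the range quoted from the study above. The number of DR4 sites in the genome was 290078. That is higher than the number quoted from the study above. Both directions depend on the search, which differs in kind from the matrix used there. The share was 16.02% with at most 1 mismatch to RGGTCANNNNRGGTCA, which lies inside that range. With at most 1 mismatch to AGGTCANNNNAGGTCA, the share was 7.23% and the genome held 22256 sites, both lower than the quoted values.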
